A study of Homo sapiens with 16 samples. Its data were reported in "Ribosome rescue factor PELOTA modulates translation start site choice for C/EBPα protein isoforms" (2024).

How the data were processed

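The data are sgRNA counts from pooled CRISPR interference (CRISPRi) screens in K562, a human myeloid leukemia cell line. In CRISPRi a catalytically dead Cas9 fused to a repressor is directed by an sgRNA to a transcription start site (TSS) and lowers transcription there. The cells carried a two-color reporter of CEBPA translation, in which a short fragment of a split green fluorescent protein lies in the part found only in the long isoform, and a red fluorescent protein at the end that both isoforms share. Green fluorescence also needs the larger fragment, which the cells express separately. The reporter has an optimized start context at the upstream open reading frame of CEBPA and lacks the DNA-binding domain. K562 cells do not make C/EBPα protein of their own, so the shifts describe this reporter. Red fluorescence was used for total protein and the green/red ratio for the share of the long isoform, so a change in the ratio can also come from the supply of the larger fragment. Each of 4 lentiviral sublibraries, with 5 sgRNAs per TSS, was transduced into separate cells. Transduced cells were sorted for the top 20% of BFP 2 days after transduction, and 6 days later they were sorted by the green/red ratio into 4 bins. Sorting aimed for no fewer than 500 cells per sgRNA on average.

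The authors trimmed the reads with Cutadapt and counted sgRNAs with MAGeCK, and the versions are not given in the sources used here. The deposited values are raw read counts per sgRNA and bin, without normalization. Each sublibrary and bin is 1 library, which gives 16 libraries with no replicate sorts. PCR reads without molecular identifiers are not independent molecules, so intervals and upper limits from counts cover counting error only. The table of the Stress and Proteostasis sublibrary ended in 10 malformed lines that held no counts, and these were left out. Gene symbols are those of the sgRNA names. Of 10587 symbols, 10099 are current in the RefSeq gene table of GRCh38.p14 and 437 more match a single older synonym there. The sgRNA names carry a position without a chromosome or a genome build, so no coordinates are given.

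Bin labels in the files are left and right. The left side was taken as low green/red (short isoform side) and the right side as high green/red (long isoform side). This was checked against a supplementary listing of the same counts by color, which was identical with right as green for 1999 of 1999 sgRNAs compared in Gene Expression and 1987 of 1987 in Kinases, Phosphatases and Drug Targets. The other sublibraries were given the same orientation by their labels, and MCTS1, PELO, EIF4G2 and EIF2S1 lie there on the sides that the study text names.

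The isoform shift of an sgRNA is the log2 slope of its counts on a bin score of -1 for far left, 0 for both near bins and 1 for far right, as in the study's model. A shift of 1 is a doubling from far left to the middle and another doubling to far right. It was fitted per sublibrary with edgeR 4.0.16 (quasi-likelihood F-test, TMM normalization, R 4.3.3) for sgRNAs with a mean of at least 50 counts over the 4 bins. sgRNAs were called at a Benjamini-Hochberg false discovery rate (FDR) of 0.05 within a sublibrary. With 1 library per bin, the spread in this test is the lack of fit of 4 bins to the score, with 2 residual degrees of freedom shared across sgRNAs, and not a spread between independent sorts. The study used DESeq2, which was run here with the same score (version 1.42.0) as an alternative, on all sgRNAs without a count filter.

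The independent perturbations are the sgRNAs. For each TSS with at least 3 sgRNAs, an exact two-sided Wilcoxon rank-sum test compared its sgRNA shifts with those of the nontargeting sgRNAs of the same sublibrary (SciPy 1.17.1), with Benjamini-Hochberg adjustment within the sublibrary. All sgRNAs of a sublibrary share 1 set of sorts, so these p-values measure the spread between sgRNAs and not between repeated screens. Shifts of TSSs are means over sgRNAs relative to the nontargeting median, with SD over sgRNAs. The fold between far bins is the geometric mean that such a shift implies. A stricter count took genes with at least 2 called sgRNAs in the same direction, and sgRNA names were shuffled 100 times for its background.

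Before the data were examined, 31 gene lists, the named genes and the alternatives were fixed. The study had already reported results from these same counts, and several fixed genes are named in it. It reported enriched annotation terms for mRNA regulation on the long isoform side and for translation on the short isoform side. The direction of lists of mRNA processing, ribosomal proteins and other translation genes is therefore not independent evidence. Each list was compared with the other primary TSSs of the same sublibraries by a two-sided permutation test of the mean shift (100000 resamples, stratified by sublibrary), adjusted over the 30 lists tested. The Integrator list had 2 measured members and was not tested. List rules were applied literally, so the proteasome list also holds PSMC3IP, which is no subunit, and the control list of neurotransmitter receptors also holds the HTRA proteases. Older symbols were matched only where the older name is not itself the current symbol of another gene. In a first pass these 2 lists had been trimmed by mistake and their results seen. The literal rules were then restored, and the trimmed lists are given as alternatives added after the data were seen. Named genes were, per sublibrary, up to 8 TSSs with the most positive and up to 8 with the most negative shift among called TSSs with at least 2 called sgRNAs in that direction. Where fewer than 3 qualified, the set was filled to 8 from called TSSs. Added to these were a fixed set of genes, whatever their values, and for each list described the 4 called members with the largest shift. PCBP2, one of the fixed genes, was not analysed here, and CNOT9 is listed under its older name RQCD1.

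Library depth is given with the results. Alternatives were DESeq2, total-count normalization, TMM factors from nontargeting sgRNAs, no count filter, a mean of at least 250 counts, equally spaced bin scores, robust dispersion, a null of all targeting sgRNAs (200000 draws), the far bins alone (log2 ratio of CPM with pseudocount 1), all sgRNAs of a gene together, medians over sgRNAs, all TSSs in the lists, and leaving out each sgRNA of a named TSS. Leaving out each bin, 2 placebo scores, DESeq2 with the count filter and leaving out the most extreme member of each list were added after the data were seen. One placebo contrasts the near bins with each other and the other contrasts the far bins with the near bins.

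The steps were tested on simulated counts drawn from the real means, library sizes and median dispersion, with 100 sgRNAs of 20 TSSs changed by a slope of 1 in size and 100 sgRNAs of another 20 TSSs by 0.5, in each sublibrary. At a slope of 1, 86% of changed sgRNAs were called in Gene Expression (12570 sgRNAs fitted), 70% in Cancer and Apoptosis (16260), 87% in Stress and Proteostasis (16732) and 47% in Kinases, Phosphatases and Drug Targets (12940). At 0.5 these shares were 12%, 5%, 13% and 3%. At the TSS level, 100% were called at a slope of 1 in each of the 4 sublibraries, and 85%, 80%, 75% and 60% at 0.5 in the same order. These simulations share the model of the fit and leave out any variation between sorts. They also give changed sgRNAs 1 slope size and the median dispersion. In the data, sgRNAs of a TSS differed, with an SD of 0.80 for DENR. Shifts of nontargeting sgRNAs had an SD of 0.59 in Kinases, Phosphatases and Drug Targets. The shares of TSSs called can therefore overstate the power on the data. Knockdown was not measured in these libraries, and effects of an sgRNA on a neighboring promoter were not tested.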

Results

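The screens asked which genes, when repressed, move the balance between the long and short C/EBPα isoforms made from 1 CEBPA reporter transcript. Counts of 58626 sgRNAs were analysed, of which 57556 targeted 10587 genes and 1070 were nontargeting. Each sgRNA belonged to 1 of 4 sublibraries, and no gene was in more than 1. The sublibrary of kinases, phosphatases and drug targets is called the Kinases sublibrary here. Every sublibrary gave 4 libraries, 1 for each bin from far left (low green/red) to far right (high green/red). Library totals ranged from 28684887 to 50643669 counts. The median sgRNA had a mean of 3306 counts per bin in Gene Expression, 2144 in the Kinases sublibrary, 2055 in Cancer and Apoptosis and 1876 in Stress and Proteostasis. Across sgRNAs, counts in adjacent bins correlated at a Spearman's ρ of 0.892 to 0.896 in Gene Expression, 0.842 to 0.859 in the Kinases sublibrary, 0.790 to 0.821 in Stress and Proteostasis and 0.756 to 0.781 in Cancer and Apoptosis. sgRNAs are not independent replicates for such a correlation. No bin was sorted in replicate, so no difference below has a replicate check across sorts.

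Repression of reinitiation factors shifted cells to the right, the long isoform side. DENR and MCTS1 form a complex that acts in recycling and reinitiation, and EIF4G2 (DAP5) is a paralog of the scaffold eIF4G. The mean isoform shift was 1.06 ± 0.80 for DENR (SD, n = 5 sgRNAs), 1.39 ± 0.61 for MCTS1 and 1.32 ± 0.49 for EIF4G2 at its P1 promoter. These shifts correspond to 4.33-fold, 6.87-fold and 6.25-fold more sgRNA counts in the far right than in the far left bin, relative to nontargeting sgRNAs. All 5 sgRNAs of each lay above the nontargeting median, and the exact rank-sum tests gave adjusted p = 0.000297, 8.47e-06 and 1.2e-06. As a list, the 4 reinitiation factors had a mean shift of 0.94 ± 0.65, with 3 called higher and 1, EIF2D, not called (permutation test, adjusted p = 4.29e-05). Adjusted over the list alone, 3 were also called higher. The study names these genes from these same screens, so their direction here is not independent evidence. Apart from the screens, the study reported higher green/red ratios by flow cytometry in cells with single sgRNAs against DENR or EIF4G2. With a three-color reporter it reported changed short isoform levels for DENR, MCTS1 and EIF4G2.

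**Figure D1:**
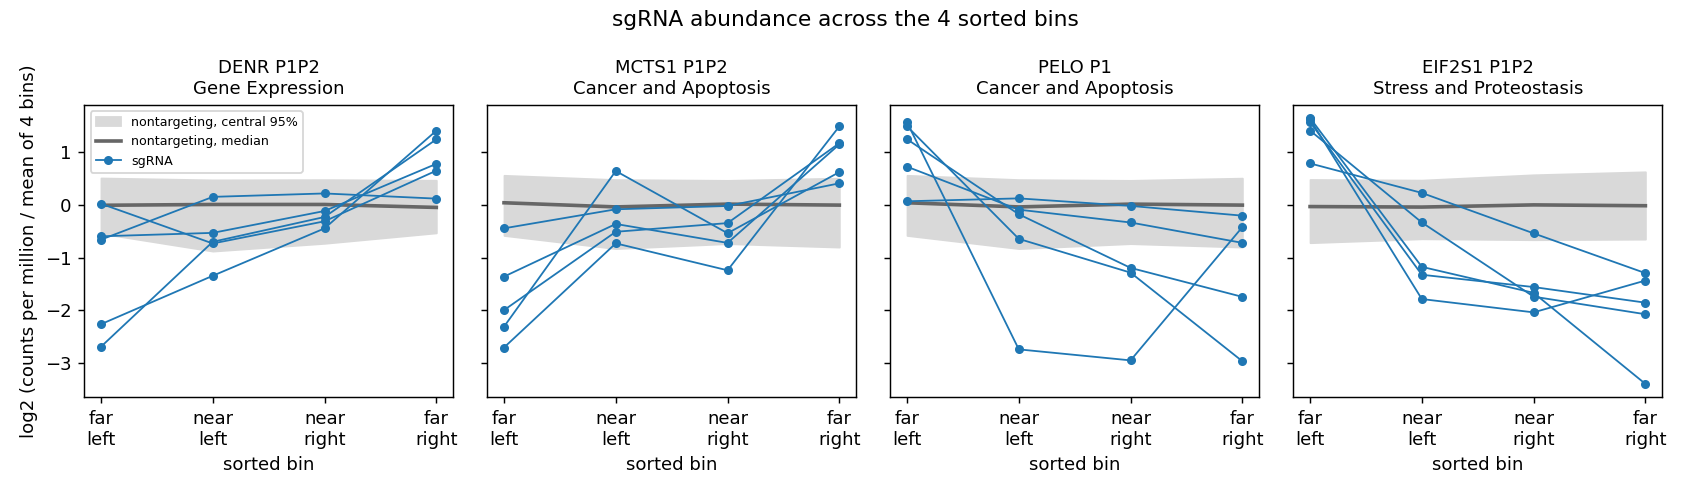
Abundance of each sgRNA (blue lines) of DENR, MCTS1, PELO (P1 promoter) and EIF2S1 across the 4 sorted bins on the horizontal axis, as log2 of counts per library total (CPM) over the mean of the 4 bins. Gray bands hold the central 95% of nontargeting sgRNAs and the gray line their median. All 5 DENR sgRNAs had shifts above the nontargeting median, and all 5 EIF2S1 sgRNAs below it.

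Repression of eIF2 and of its exchange factor eIF2B shifted cells to the left, the short isoform side. All 8 measured subunits had negative mean shifts, and 5 were called lower (list mean -0.87 ± 0.52, SD over genes, n = 8, permutation test, adjusted p = 4.29e-05). Adjusted over the list alone, 7 were called lower. EIF2S1, which encodes eIF2α, had a shift of -1.75 ± 0.54 (n = 5), or 11.3-fold more counts in the far left than in the far right bin, and all 5 of its sgRNAs were called (exact rank-sum test, adjusted p = 1.86e-07). EIF2B3 had -1.21 ± 0.54, EIF2B5 -1.09 ± 0.26, EIF2B4 -1.01 ± 0.77 and EIF2B2 -0.68 ± 0.21, each called. EIF2B1 had -0.05 ± 0.25 and was not called. The study names EIF2S1 and eIF2B subunits from these same screens, so the direction of this list is not independent evidence. The list of 13 eIF3 subunits did not pass the test (mean 0.02 ± 0.29, permutation test, adjusted p = 0.333). EIF3H was the 1 member called, at 0.62 ± 0.48, and adjusted over the list alone 1 was called higher and 2 lower. The 8 factors of start codon recognition and subunit joining all had negative means, with a list mean of -0.16 ± 0.13 that did not pass the test (adjusted p = 0.0963) and 0 members called. EIF1 had -0.34 ± 0.39 (-0.19 without 1 sgRNA), EIF1AX -0.31 ± 0.30 and EIF5 -0.10 ± 0.32. The 14 eIF4F and cap binding factors had a mean of -0.07 ± 0.23 and were not called as a list (adjusted p = 0.482).

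Among factors of termination and ribosome rescue, PELO shifted to the left. PELO removes stalled and unrecycled ribosomes. At its P1 promoter the mean shift was -1.10 ± 0.80 (n = 5), or 4.60-fold more counts far left than far right, with 2 sgRNAs called (exact rank-sum test, adjusted p = 0.0126). The call did not hold in 4 of 5 tests that each left out 1 sgRNA, with adjusted p up to 0.0667. At the P2 promoter the mean shift was -0.05 and was not called. The study names PELO from these same screens, so its direction here is not independent evidence. Apart from the screens, the study reported a lower green/red ratio by flow cytometry with a single PELO sgRNA. It reported rescue of that ratio by PELO expression, and unchanged expression of the larger green fragment. HBS1L, the partner of PELO, had -0.29 ± 0.25, with all 5 sgRNAs below the nontargeting median, and was not called (adjusted p = 0.204). ETF1, the release factor eRF1, had -0.32 ± 0.45 (-0.20 without 1 sgRNA) and was not called. The 18 measured members of this list had a mean of -0.11 ± 0.32 (permutation test, adjusted p = 0.0252). PELO was the 1 member called, and adjusted over the list alone 2 were called lower. The other 17 members had a mean of -0.053 that did not pass (adjusted p = 0.271). The list also did not pass with medians over sgRNAs (adjusted p = 0.0581, the highest of a range from 0.0158 over the settings fixed beforehand).

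In the Gene Expression sublibrary more TSSs were called to the right than to the left. Of 2467 TSSs tested, 34 were called higher and 10 lower. At the sgRNA level, 64 targeting sgRNAs were called higher and 16 lower, and 0 of 250 nontargeting sgRNAs, which allows a share of up to 1.2%. Genes with at least 2 called sgRNAs numbered 16 higher and 4 lower, against a mean of 0.95 and a highest value of 5 in 100 shuffles of sgRNA names. ZC3H3, an RNA-binding zinc finger protein, had a shift of 1.02 ± 0.49 (n = 5) with 4 sgRNAs called. RTF1, a transcription elongation factor, had 0.99 ± 0.72, and EXOSC5 and EXOSC10, subunits of the RNA exosome, had 0.82 ± 0.47 and 0.60 ± 0.46. SMN1, with a near-identical copy that its sgRNAs could also target, had 0.50 ± 0.26. RPAP1 and MED12 had 0.46 ± 0.36 and 0.43 ± 0.25. To the left were RHOXF2 at -0.71 ± 0.15, whose near-identical copy its sgRNAs could likewise target, RBM12 at -0.69 ± 0.34 and the chromatin remodeling subunit ARID2 at -0.65 ± 0.40. The helicase DDX17 was called at 0.63 ± 0.79, a mean that 1 sgRNA set (0.28 without it). DDX24 at -0.50 ± 0.58, SAMD4B at 0.55 ± 0.49, CNOT9 (RQCD1) at 0.60 ± 0.67 and EXOSC2 at 0.71 ± 0.65 each had 2 called sgRNAs but did not pass the TSS test. With 1 sgRNA left out, the mean nearest to 0 was 0.36 for CNOT9 and -0.33 for DDX24. With all targeting sgRNAs as the null, 19 TSSs were called instead of 44. The named TSSs of this sublibrary that lost the call were all higher calls. The 19 were not split by direction, so the imbalance was not checked with that null. With DESeq2, 388 targeting sgRNAs were called, 234 higher and 154 lower, along with 3 nontargeting ones. Without the far left bin 40 sgRNAs were called, 39 higher and 1 lower, and without the far right bin 9, 2 higher and 7 lower. Without the near left bin 73 were higher and 23 lower, and without the near right bin 88 and 31.

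**Figure D2:**
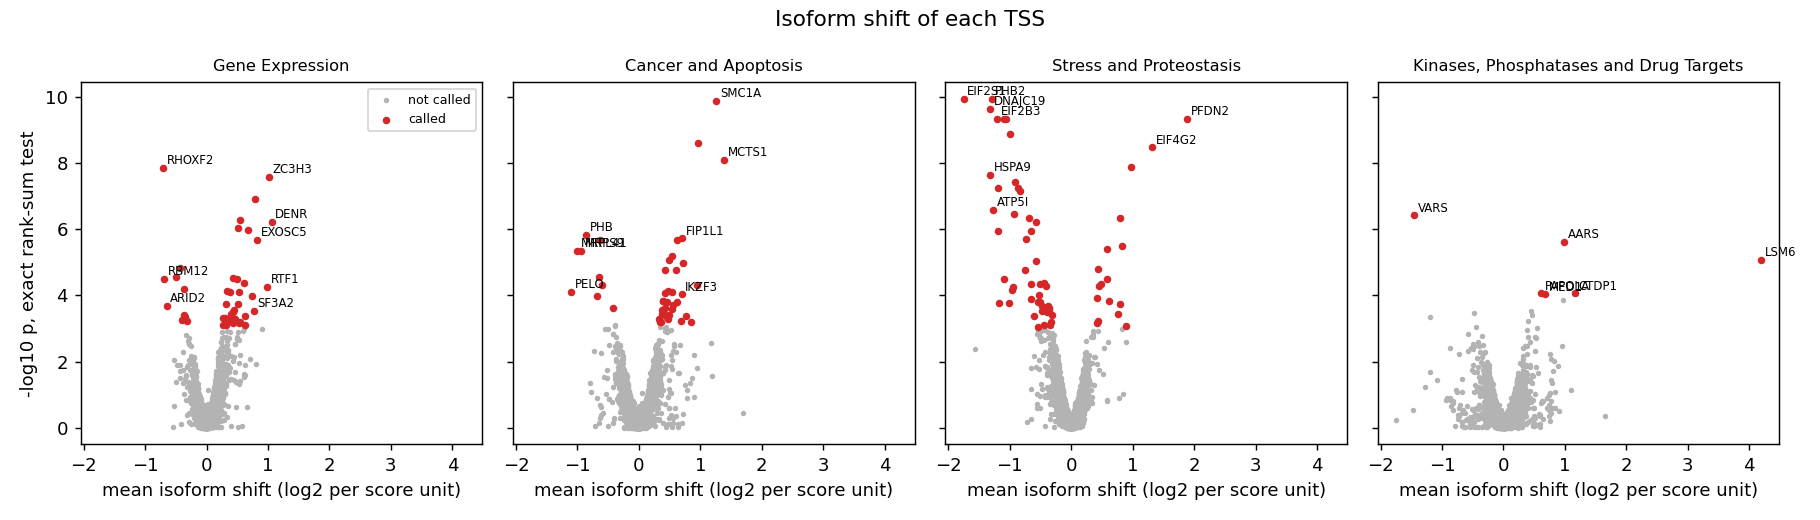
Mean isoform shift of each TSS (horizontal, log2 per score unit) against -log10 of its exact rank-sum p (vertical), 1 panel per sublibrary, with called TSSs in red. Called TSSs numbered 44 in Gene Expression, 43 in Cancer and Apoptosis, 64 in Stress and Proteostasis and 6 in the Kinases sublibrary.

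The RNA exosome, spliceosome, 3' end processing and Mediator lists shifted to the right. From these same screens the study reported terms for mRNA regulation and nucleic acid binding on this side. The direction of these lists is therefore not independent evidence. The 23 measured RNA exosome genes and cofactors had a mean shift of 0.36 ± 0.34, with 5 called higher and 18 not called (permutation test, adjusted p = 4.29e-05). Adjusted over the list alone, 9 were called higher and 1 lower. ZFC3H1 (0.79 ± 0.40) and EXOSC9 (0.63 ± 0.63) were among the 5, besides ZC3H3, EXOSC5 and EXOSC10, and the mean of EXOSC9 was 0.36 without 1 of its sgRNAs. The 28 core spliceosome genes had a mean of 0.34 ± 0.31, with 4 called higher and 10 adjusted over the list alone (adjusted p = 4.29e-05). The called ones were SF3A2 at 0.77 ± 0.78 (0.48 without 1 of its sgRNAs), SNRPB2 at 0.41 ± 0.24, SNRPB at 0.36 ± 0.19 and SNRPD1 at 0.31 ± 0.15. The 16 genes of mRNA 3' end processing had a mean of 0.32 ± 0.27 (adjusted p = 0.000233), with 4 called higher and 9 adjusted over the list alone. These were SYMPK (0.83 ± 0.63), FIP1L1 (0.71 ± 0.41), the poly(A) polymerase PAPOLA (0.62 ± 0.30, in the Kinases sublibrary) and CPSF6 (0.31 ± 0.07). The 33 Mediator genes had a mean of 0.19 ± 0.21 (adjusted p = 0.00054), with 6 called higher and 8 adjusted over the list alone, among them MED1 (0.68 ± 0.41, in the Kinases sublibrary), MED30 (0.55 ± 0.44), MED19 (0.53 ± 0.33) and MED7 (0.53 ± 0.46, or 0.35 without 1 of its sgRNAs). The 12 RNA polymerase II subunits had a mean of 0.18 ± 0.25 (adjusted p = 0.02), with POLR2I called at 0.69 ± 0.45 and 2 called adjusted over the list alone. The other 11 subunits had a mean of 0.13 that did not pass (adjusted p = 0.124). The SWI/SNF list had a mean of -0.09 ± 0.20 (n = 20, permutation test, adjusted p = 0.0157), with 12 members below 0, 8 above it and ARID2 the 1 gene called, over all TSSs and adjusted over the list alone. The mean without ARID2 was -0.064 and did not pass (adjusted p = 0.0944). With all targeting sgRNAs as the null, calls were lost for SF3A2, SNRPB2, SNRPB, SNRPD1, PAPOLA, CPSF6, MED1, MED7, MED12, MED30, POLR2I and EXOSC9 in these lists, and the lists themselves were not tested with that null. PAPOLA and MED1 also lost the call without a count filter, with edgeR or DESeq2 slopes, and with a mean of at least 250 counts, and SNRPB with the last.

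In the Cancer and Apoptosis sublibrary, 34 TSSs were called higher and 9 lower of 3202. Called sgRNAs numbered 24 higher and 18 lower, with 0 of 280 nontargeting ones, which allows up to 1.07%. Genes with at least 2 called sgRNAs numbered 6 higher and 2 lower, against a shuffled mean of 0.23. Besides MCTS1, SMC1A, a subunit of the cohesin ring, had a shift of 1.26 ± 0.43 (n = 5, exact rank-sum test, adjusted p = 4.23e-07), and the lymphoid transcription factor IKZF3 had 0.69 ± 0.48. On the left, 5 named genes encode mitochondrial ribosomal proteins. MRPL41 had -1.004 ± 0.65, MRPS9 -0.94 ± 0.41, MRPS35 -0.68 ± 0.43, MRPS11 -0.62 ± 0.22 and MRPS31 -0.61 ± 0.31, and the prohibitin gene PHB had -0.86 ± 0.44. CEBPG, another member of the C/EBP family, had -0.64 ± 0.40. CEBPA (0.20 ± 0.34, or 0.068 without 1 sgRNA) and CEBPB (-0.11 ± 0.28, or -0.033 without 1 sgRNA) were not called. The reporter itself carries CEBPA sequence, and whether CEBPA sgRNAs also act on it was not tested. All 14 measured mitochondrial ribosomal protein genes had negative means (list mean -0.49 ± 0.27, permutation test, adjusted p = 4.29e-05), with 5 called lower and 7 adjusted over the list alone. The 16 mitochondrial translation factors and tRNA synthetases had a mean of -0.05 ± 0.28 and were not called as a list (adjusted p = 0.327). They passed with medians over sgRNAs (-0.11, adjusted p = 0.0325) and with a mean of at least 250 counts (-0.10, adjusted p = 0.0233). With all targeting sgRNAs as the null, 21 TSSs were called instead of 43, and DESeq2 called 536 sgRNAs instead of 42, 289 higher and 247 lower, with 5 nontargeting ones. Without the far left bin 14 sgRNAs were called, 13 higher and 1 lower, and without the far right bin 13, 5 higher and 8 lower. Without the near left bin 93 were called, 51 higher and 42 lower, and without the near right bin 66, 37 and 29.

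In the Stress and Proteostasis sublibrary more TSSs were called to the left than to the right, with 17 TSSs called higher and 47 lower of 3292. Called sgRNAs numbered 29 higher and 75 lower, with 0 of 289 nontargeting ones, which allows up to 1.04%. Genes with at least 2 called sgRNAs numbered 4 higher and 15 lower, against a shuffled mean of 0.79. Besides eIF2 and eIF2B, 5 named genes called lower encode mitochondrial proteins. HSPA9, the mitochondrial HSP70, had -1.32 ± 0.81 (n = 5), DNAJC19 -1.31 ± 0.44 and PHB2 -1.30 ± 0.17. The ATP synthase gene ATP5I had -1.26 ± 0.60 and the mitochondrial RNA helicase SUPV3L1 -1.09 ± 0.75. No fixed list held mitochondrial proteins as a whole, so this grouping was not tested. Across sublibraries, 1 of 74 respiratory chain and ATP synthase genes was called lower, with 42 negative and 32 positive means. Of 12 mitochondrial protein import genes 3 were called lower, with 11 negative means and 1 positive. Both groups were chosen after the data were seen. The 40 genes of the proteasome list had a mean of -0.34 ± 0.38 (permutation test, adjusted p = 4.29e-05), with 9 called lower, 13 adjusted over the list alone and 0 called higher. PSMD13 had -1.19 ± 0.88, PSMC4 -1.19 ± 0.58, PSMD2 -1.17 ± 1.31 and PSMD4 -1.07 ± 0.31. The mean of PSMD2 was -0.62 without 1 of its sgRNAs, which had 3 counts in the far right bin, and PSMD2 was not called with a mean of at least 250 counts. The 88 cytosolic ribosomal protein genes had a mean of -0.18 ± 0.24 (adjusted p = 4.29e-05), with 8 called lower and 12 adjusted over the list alone, led by RPL6 (-0.95 ± 0.62), RPL34 (-0.86 ± 0.51), RPL31 (-0.66 ± 0.47) and RPL28 (-0.65 ± 0.47). The 20 genes of the list of HSP70 and HSP90 chaperones and regulators had a mean of -0.19 ± 0.33 (adjusted p = 0.00289). The 2 called were HSPA9 and HSPA8 (-0.57 ± 0.31), with 4 called lower adjusted over the list alone. Without HSPA9 the list mean was -0.13 and did not pass (adjusted p = 0.0583). DESeq2 called 754 sgRNAs instead of 104, 312 higher and 442 lower, with 10 nontargeting ones. Without the near left bin 255 were called, 81 higher and 174 lower, and without the far left bin 18, 15 higher and 3 lower. Without the near right bin 29 were higher and 74 lower, and without the far right bin 6 and 64.

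The opposite direction in this sublibrary was led by PFDN2. This subunit of prefoldin, which passes unfolded actin and tubulin to the TRiC chaperonin, had a shift of 1.88 ± 1.03 (n = 5), or 13.6-fold more counts far right than far left, with 4 sgRNAs called (exact rank-sum test, adjusted p = 2.13e-07). The 14 prefoldin and TRiC genes had a mean of 0.36 ± 0.52 and a median of 0.18 (permutation test, adjusted p = 0.00015), with 2 called higher and 3 adjusted over the list alone. The other called gene, CCT6A, had 0.88 ± 1.18, or 0.37 without 1 of its sgRNAs. VPS16, a subunit of endosomal tethering complexes, had 0.98 ± 0.23.

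In the Kinases sublibrary, 5 TSSs were called higher and 1 lower of 2552. Called sgRNAs numbered 2 higher and 1 lower with edgeR, while 676 targeting sgRNAs had an unadjusted p under 0.05, which is 5.33% of those tested. DESeq2 called 374 targeting sgRNAs, 197 higher and 177 lower, and 6 nontargeting ones. The 1 lower edgeR call was an sgRNA of HARS, a tRNA synthetase gene, with 4754 counts far left and 54 far right (shift -3.19). A pair of other tRNA synthetases changed in opposite directions at the TSS level, with 0 called sgRNAs each. VARS, for valine, had a shift of -1.45 ± 0.48 (n = 5) and AARS, for alanine, 0.99 ± 0.38 (exact rank-sum tests, adjusted p = 0.000965 and 0.003). As a list, the 22 cytosolic synthetases had a mean of -0.14 ± 0.53 (permutation test, adjusted p = 0.0157), with 1 called higher and 1 lower. Adjusted over the list alone, 2 were called higher and 4 lower. Without VARS the list mean was -0.078 and did not pass (adjusted p = 0.0937). CTDP1, a phosphatase of the RNA polymerase II tail, had 1.17 ± 0.65, and was called in 1 of 5 tests that each left out 1 sgRNA. LSM6 was called on 3 sgRNAs, with 0 to 345 counts in the far left bin. One of them had 0 counts far left and 255 far right, which is at least 87.4-fold higher with a floor of 3 counts in the far left library. Of 2 further LSM6 sgRNAs under the count filter, 1 had 94 counts far right and 0 in the other bins. The other lay on the opposite side, with 119 counts far left, 0 in both near bins and 2 far right. The fitted mean of LSM6 rests on such bins and is not a size estimate. Without a count filter or with a mean of at least 250 counts, 2 TSSs were called instead of 6. These were VARS and AARS, while CTDP1, PAPOLA and MED1 were not called in either setting. Their mean shifts were 1.17, 0.62 and 0.68 without a count filter (rank-sum tests, adjusted p = 0.0599 for each). With a mean of at least 250 counts they were 1.16, 0.61 and 0.67 (adjusted p = 0.0513 for each). LSM6 was not called without a count filter and not tested with a mean of at least 250 counts. The DESeq2 slope on all sgRNAs, which is also without a count filter, likewise left 2 TSSs called. With the count filter that slope called the same 6. Without the far left or far right bin 0 sgRNAs were called, without the near left bin 42 and without the near right bin 15.

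Kinases and regulators fixed for naming did not pass the TSS test. MTOR had a shift of 0.45 ± 0.14 (n = 5), with all 5 sgRNAs above the nontargeting median, and an adjusted p of 0.0932 (exact rank-sum test). The 19 activators of mTORC1 had a mean of 0.13 ± 0.14 (permutation test, adjusted p = 0.0253), with 0 called over all TSSs and 1 adjusted over the list alone. RHEB had 0.06 ± 0.18 and RPTOR 0.08 ± 0.25. The list no longer passed with medians over sgRNAs (adjusted p = 0.0515, the highest of a range from 0.0111 over the settings fixed beforehand), or without MTOR (mean 0.11, adjusted p = 0.0668). The 11 measured repressors had a mean of 0.02 ± 0.13 (adjusted p = 0.918), with TSC1 at 0.06 ± 0.17 and TSC2 at 0.04 ± 0.31. TRIB1 had 0.25 ± 0.28, EIF2AK1 (HRI) 0.40 ± 0.39, EIF2AK4 (GCN2) 0.32 ± 0.48 (0.14 without 1 sgRNA) and CALR 0.07 ± 0.28, and none was called. The 13 genes of the eIF2α kinase and integrated stress response list had a mean of 0.06 ± 0.32 (adjusted p = 0.323).

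**Figure D3:**
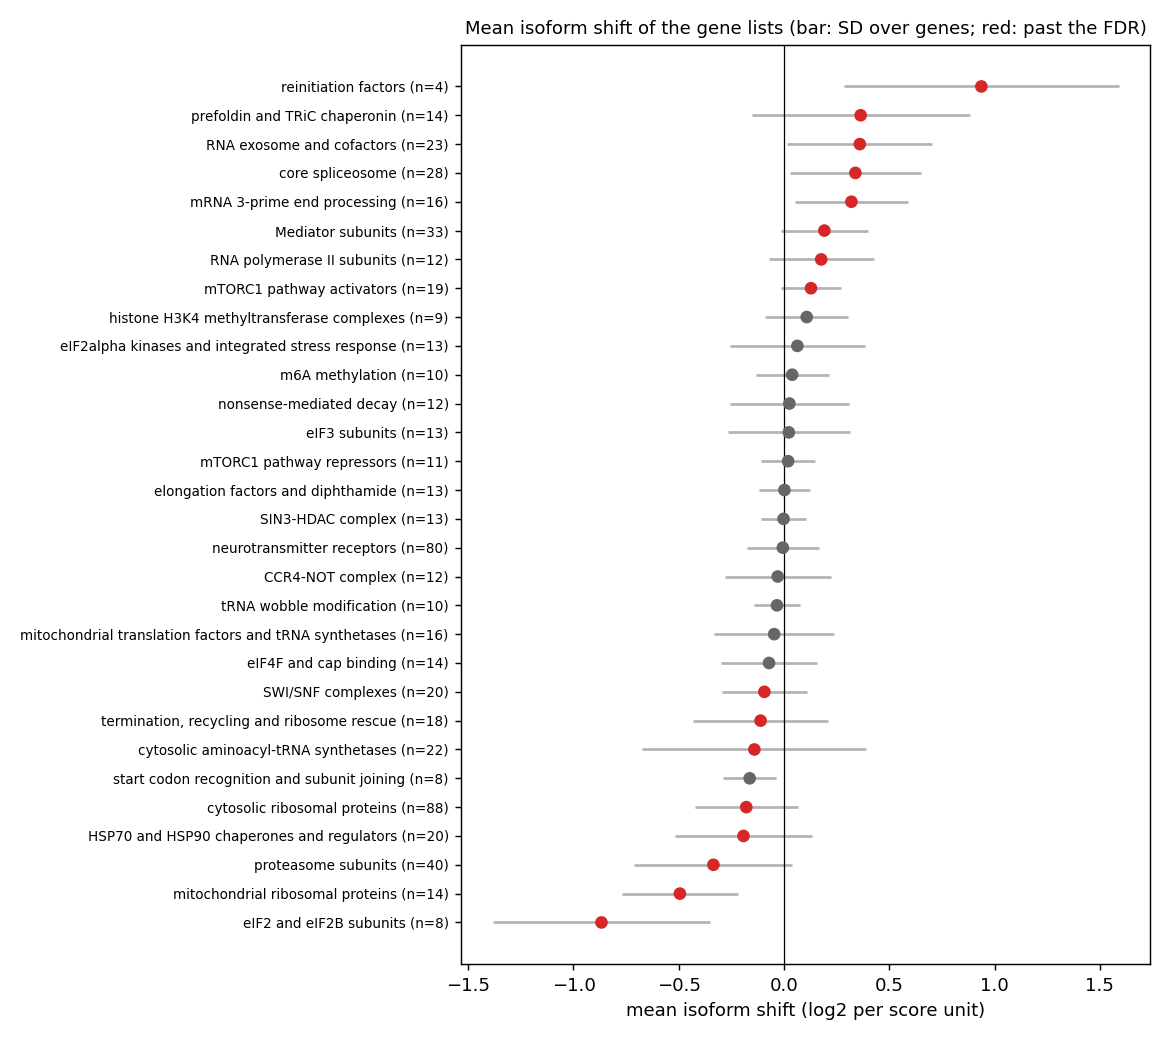
Mean isoform shift (horizontal, log2 per score unit) of each of the 30 gene lists, with bars for the SD over genes and n for the number of primary TSSs. Lists past the FDR are red, 8 to the right and 8 to the left, of which 6 no longer passed without their most extreme member. The reinitiation factors lie farthest right at 0.94 and the eIF2 and eIF2B subunits farthest left at -0.87.

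The remaining lists did not pass the permutation test. The control list of 80 measured neurotransmitter receptor genes, which blood-lineage cells are not expected to express, had a mean of -0.01 ± 0.17, with 0 called over all TSSs and 0 adjusted over the list alone (adjusted p = 0.473). Means were 0.11 ± 0.20 for 9 genes of histone H3K4 methyltransferase complexes (PAXIP1 called at 0.33 ± 0.10), 0.04 ± 0.17 for 10 genes of m6A methylation and 0.03 ± 0.28 for 12 genes of nonsense-mediated decay. They were 0.0020 ± 0.12 for 13 elongation factor and diphthamide genes and -0.0021 ± 0.10 for 13 SIN3-HDAC genes. They were -0.03 ± 0.25 for 12 CCR4-NOT genes and -0.03 ± 0.11 for 10 genes of tRNA wobble modification.

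**Figure D4:**
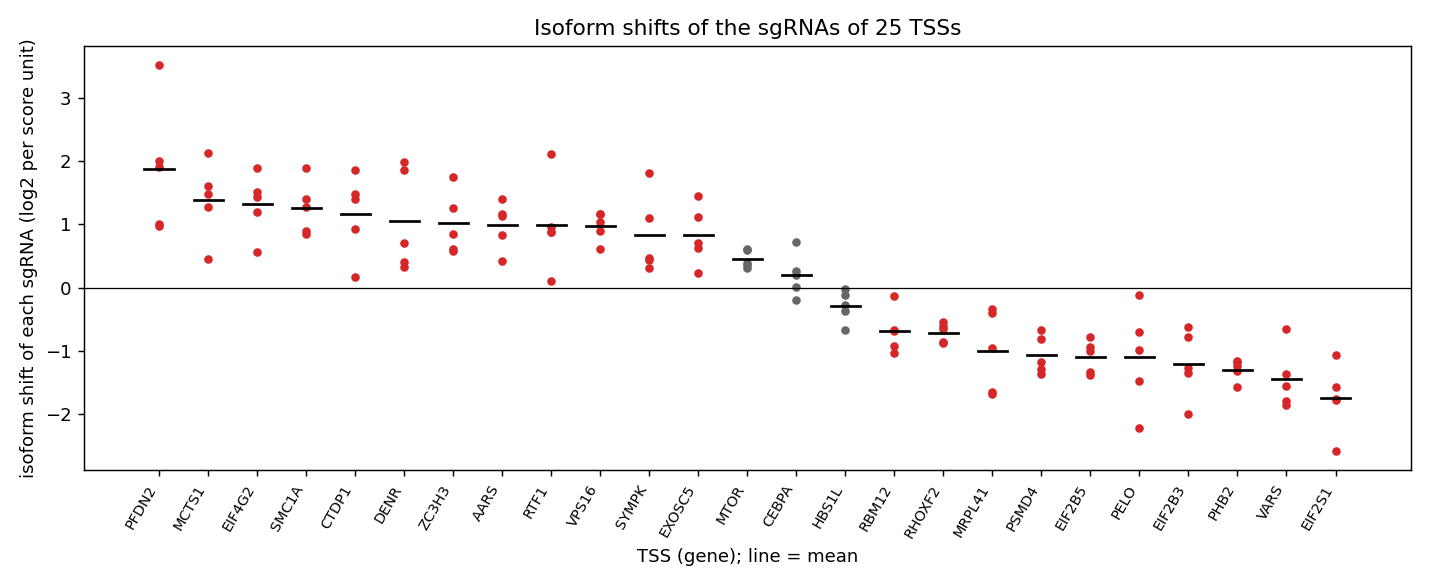
Isoform shift of each sgRNA (points, vertical axis, log2 per score unit) of 25 TSSs on the horizontal axis, with the mean as a line and called TSSs in red. MTOR, CEBPA and HBS1L, in gray, did not pass the TSS test.

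The background of the sgRNA test was near its nominal level. Of the nontargeting sgRNAs, 4% had an unadjusted edgeR p under 0.05 in Gene Expression (exact 95% interval 1.93% to 7.23%), 4.29% in Cancer and Apoptosis, 4.15% in Stress and Proteostasis and 4.02% in the Kinases sublibrary. With DESeq2 these shares were 11.2%, 12.1%, 11.7% and 10.8%. A placebo score that set the near bins against each other gave 0 edgeR calls in each sublibrary, with 492, 516, 481 and 512 sgRNAs at an unadjusted p under 0.05, and 2, 86, 46 and 193 DESeq2 calls. This contrast is not a strict null, because the near bins were sorted on different green/red ratios. Differences between the far bins also enter its residual spread, so its 0 edgeR calls do not decide the background. Of 67 called TSSs among the 88 named, 40 were called in every test that left out 1 sgRNA and 27 lost the call in at least 1. Such tests have fewer sgRNAs and so less power. PAXIP1, PAPOLA and MED1 were called in 0 of 5 such tests. PELO, ARID2, CTDP1, EXOSC9, DDX17, SF3A2, SNRPB, SNRPB2, SNRPD1, RPAP1, POLR2I, MED7 and CCT6A were called in 1 of 5, and LSM6 in 1 of 3. EIF3H, EIF2B4, IKZF3, MRPS35, MED12, MED30 and PSMD2 were called in 2 of 5, and MED19, CPSF6 and RPL31 in 3 of 5. In the other direction, EIF1AX and SAMD4B, which were not called, were each called in 1 of 5 such tests. With all targeting sgRNAs as the null, RPAP1, DDX17 and PAXIP1 also lost the call, besides the 12 named with the mRNA lists.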

Values the study reported

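The study reported 57,900 gene-targeting guides over its sublibraries, and 1,070 nontargeting guides on top of these. It gave Spearman correlations of 0.75 to 0.76 between sgRNA counts in adjacent bins. The sublibrary is not stated with these values, and a panel cited for them shows Cancer and Apoptosis.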

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

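For each named TSS with at least 4 sgRNAs, the gap between the most extreme sgRNA and its nearest neighbor was set against the whole range. Chance alone gives about 1 in 20 such TSSs, and 4 of 87 had an sgRNA that stood apart. One EXOSC9 sgRNA had a shift of 1.70 and the other 4 a mean of 0.36. One DDX17 sgRNA had 2.01 against a mean of 0.28, from 73 counts in the far left and 1179 in the far right bin. One CCT6A sgRNA had 2.96 against a mean of 0.37, with 10 counts in the far left bin. One RPL34 sgRNA had -1.76 against a mean of -0.64.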

How the results depend on the processing

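No paired analysis was possible because each sublibrary and bin has 1 library. Leaving out a bin was chosen after the data were seen, as were the lists without PSMC3IP or the HTRA genes, the filter of 1000 counts, DESeq2 with the count filter and the lists without their most extreme member. DESeq2 raised sgRNA calls to 388 in Gene Expression, 536 in Cancer and Apoptosis, 754 in Stress and Proteostasis and 374 in Kinases, Phosphatases and Drug Targets, where edgeR called 80, 42, 104 and 3. Genes with 2 called sgRNAs rose with it to 47, 53, 101 and 25, from 20, 8, 19 and 1. DESeq2 also called 3, 5, 10 and 6 nontargeting sgRNAs. These fits had no count filter. With it, DESeq2 called 388, 537, 757 and 374 sgRNAs and the same numbers of genes. Total-count normalization and a mean of at least 250 counts each gave 5 calls in the Kinases sublibrary. Without 1 bin, sgRNA calls in the same order were 40, 14, 18 and 0 without far left, 9, 13, 70 and 0 without far right, 96, 93, 255 and 42 without near left, and 119, 66, 103 and 15 without near right. A fit without a bin has fewer residual degrees of freedom, and without a far bin it spans a shorter score range.

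With all targeting sgRNAs as the null, TSS calls fell to 19 in Gene Expression and 21 in Cancer and Apoptosis, from 44 and 43, and all of these were among the main calls. The Kinases sublibrary had 2 TSS calls in place of 6 without a count filter, with edgeR or DESeq2 slopes, and with a mean of at least 250 counts. With the count filter the DESeq2 slope called 6. All other planned TSS counts were within 1.5 times the main ones.

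With medians over sgRNAs, termination and rescue factors (-0.086, adjusted p = 0.0581) and mTORC1 activators (0.10, adjusted p = 0.0515) no longer passed. Mitochondrial translation factors passed with medians (-0.11, adjusted p = 0.0325) and with a mean of at least 250 counts (-0.10, adjusted p = 0.0233). Lists that were not called changed sign as follows. eIF3 subunits had -0.037 with medians. Elongation factors had -0.0083 with equally spaced scores, -0.060 with medians and -0.024 with all TSSs. With all TSSs, mTORC1 repressors had -0.025 and SIN3-HDAC genes 0.012. Without their most extreme member, 6 called lists no longer passed: termination and rescue without PELO (-0.053), mTORC1 activators without MTOR (0.11), tRNA synthetases without VARS (-0.078), HSP70 and HSP90 without HSPA9 (-0.13), SWI/SNF without ARID2 (-0.064) and RNA polymerase II without POLR2I (0.13). Lists not called that changed sign were eIF3 (-0.027), the integrated stress response (-0.0064), nonsense-mediated decay (-0.020) and SIN3-HDAC (0.015). The proteasome list without PSMC3IP had -0.35 and the control list without the HTRA genes -0.0036, with the same outcome as the full lists. The cause of these changes was not tested.

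Without 1 sgRNA, TSC2 ranged from -0.020 to 0.16, RPTOR from -0.0027 to 0.14, EIF5 from -0.20 to 0.0030 and EIF2B1 from -0.10 to 0.062, and none was called. Of 88 named TSSs, 15 lost the call with the targeting null (RPAP1, DDX17, PAXIP1 and 12 in the mRNA lists), 4 with equally spaced scores (PAXIP1, SNRPD1, MED12 and CCT6A) and 1 with the far bins alone (SNRPB). Not tested for a mean under 50 counts were 10, 32, 11 and 65 sgRNAs, in the order Gene Expression, Cancer and Apoptosis, Stress and Proteostasis and Kinases, of which 6, 11, 0 and 44 had 0 counts in all bins.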

Other observations

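The gene groups of the next paragraph, the comparison of promoters, the single sgRNA named there, the fit without a bin, the test of respiratory chain genes and that of other lists with low counts were chosen only after their results were seen.

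Genes of the cohesin complex and its loaders all had positive means, with a mean shift of 0.43 ± 0.37 (SD, n = 9). SMC1A, SMC3 (0.78 ± 0.71) and STAG2 (0.43 ± 0.22) were called, and the 6 members that were not called had a mean of 0.23 ± 0.08, with 6 of 6 positive. The 5 genes of the Paf1 elongation complex had a mean of 0.47 ± 0.33, with RTF1, LEO1 (0.55 ± 0.15) and CTR9 (0.36 ± 0.23) called and a mean of 0.23 ± 0.15 for the 2 others. Among the LSM genes, LSM2 (0.68 ± 0.34), LSM5 (0.73 ± 0.41) and LSM7 (0.52 ± 0.30) were called besides LSM6, and the 7 others had a mean of 0.03 ± 0.18. Genes of mitochondrial protein import had a mean of -0.46 ± 0.47 (n = 12), with HSPA9, DNAJC19 and GRPEL1 (-0.74 ± 0.69) called and a mean of -0.24 ± 0.25 for the 9 others. The 8 genes of the HOPS and CORVET tethering complexes had a mean of 0.17 ± 0.35, with VPS16 called, and the 7 others had a mean of 0.055 ± 0.14, with 4 positive. These groups were picked after some of their members had been seen among the called TSSs, so their means are descriptions and not tests.

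Of 843 genes with separate P1 and P2 promoters, 10 were called at P1 and 0 at P2. EIF4G2 had 1.32 at P1 and -0.02 at P2, and PELO -1.10 and -0.05. The difference between promoters was not tested. One ARID5A sgRNA had 346152 counts in the far left bin of Gene Expression and 5867 to 6947 in the others, which was 0.684% of that library. edgeR called it (adjusted p = 1.24e-15) and DESeq2 did not (adjusted p = 0.0917).

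With edgeR the Kinases sublibrary gave 3 sgRNA calls, against 80 in Gene Expression, but the gap depends on the test, with 374 and 388 for DESeq2 and 42 and 96 for edgeR without the near left bin. Lower depth was argued against: Gene Expression counts thinned to the library totals of the Kinases sublibrary still gave 71 calls. A larger spread per sgRNA remained open. The median SE of the shift was 0.264 in the Kinases sublibrary and 0.203 in Gene Expression, and Gene Expression with its SEs enlarged by that ratio gave 22 calls, between the bounds set for and against. A different share of active genes in the sublibrary was not tested.

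The mitochondrial ribosomal protein genes shifted to the left, at -0.49. Low counts were argued against, since the mean was -0.45 with a filter of at least 1000 counts. Loss of sgRNAs during growth remained open in part: these genes lay at a median percentile of 16.2 by mean count, and the 181 members of the 5 other lists with a median as low had a mean shift of -0.095 (SE 0.027), too small for the whole shift and too large to exclude a part. Those lists went both ways, from 0.34 for the core spliceosome to -0.34 for the proteasome list, and the 797 other primary TSSs with the lowest mean counts, where low representation in the pool also enters, had 0.00446 (SE 0.0138), with 0.070 in Cancer and Apoptosis, -0.088 in Stress and Proteostasis and 0.046 in the Kinases sublibrary. Loss of respiratory chain function in general remained open. Repression of single respiratory chain genes gave a much smaller mean shift. The mean of 74 respiratory chain and ATP synthase genes was -0.083 (SE 0.030), which is 16.8% of the mean of the mitochondrial ribosomal list. These 74 genes themselves lay to the left (permutation test, unadjusted p = 0.00086). Knockdown and respiratory function were not measured, so the smaller mean excludes respiratory loss neither as a part nor as the whole source. No other biological explanation was tested.

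Of the called targeting sgRNAs, 110 had no second called sgRNA of their gene in the same direction. Excess counts in 1 far bin, as from a clonal expansion, remained open in part. The smaller far-bin deviation from the near bins was 0.559 of the larger in the median of these sgRNAs, and 0.521 in the 119 with a second call. Both groups were called by a fit to a score that weighs the far bins alike, so such balance is partly selected for. Among all calls, Gene Expression had 2 higher without the far right bin and 39 without the far left bin. Stress and Proteostasis had 3 lower without the far left bin and 64 without the far right bin. Single cases such as the ARID5A sgRNA remain, and off-target effects were not tested.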
